A study of Drosophila melanogaster with 3 samples. Its data were reported in "Sites of transcription initiation drive mRNA isoform selection" (2023).

How the data were processed

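Full-length mRNAs were sequenced from the heads of 3-day-old w1118 flies, a standard laboratory strain of Drosophila melanogaster, in 3 samples that form a single group of heads. The libraries were made by FLAM-seq, which tails poly(A)-selected RNA, reverse transcribes it through the poly(A) tail and reads whole cDNAs on a PacBio sequencer, starting here from 4 µg of total RNA. Per the labels, coordinates refer to the dm6 genome build, and the submitters' processing notes also name featureCounts, whose role is not given in the sources used here.

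The authors merged the reads of all 3 samples before assembly, mapped them with STARlong and made isoform models with FLAIR. In that step splice junctions were corrected with short-read RNA-seq data, 5′ ends had to be supported by the Eukaryotic Promoter Database, several end pairs were allowed per splice chain and more than a single full-length read was needed for each model. The deposited values are therefore the exon start and end coordinates of isoform models from 1 pooled assembly. Read counts per model and per sample are not used here, so the depth behind each model is unknown, no value has a spread between samples, and no sample could be left out. Whether the authors' later filter on 3′ ends was applied to this assembly is not given in the sources used here, and poly(A) tail lengths were not analysed here. Merging and the requirement of a known promoter act on the values below: a rare isoform is missed, a TSS outside the promoter database cannot appear, and the splice sites are already corrected.

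Chromosome arms 2L, 2R, 3L, 3R, 4 and X of the models fitted within those of the reference genome, and 99.1% of the 16762 introns in the models were flanked by GT and AG there, so the reference coordinates were used as given. Annotation came from Ensembl release 115, which is later than the release the study worked with. Of the 4696 gene identifiers named in the assembly, 4662 are in that annotation and 34 are not. All 4696 count as genes below, except where values are set against the annotation. A total of 175 models named no gene identifier and entered the comparisons between genes only in an alternative that used all gene identifiers. The 8 multi-exon models among them also counted in the comparison of splice chains. Single-exon models were turned to the strand of their annotated gene, because 98.4% of the 684 such models of annotated genes were recorded on the opposite strand. This choice was made after seeing the data, and the strand as recorded was run as an alternative.

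Ends of the models of a gene were grouped by single linkage, with 5′ ends called distinct when more than 50 nt apart and 3′ ends when more than 150 nt apart, which are the windows of the study. Genes with at least 2 TSSs are called ATSS genes, genes with at least 2 3′ ends APA genes, and genes with both ATSS-APA genes. A 5′-3′ isoform is a combination of a TSS and a 3′ end that occurs in at least 1 model. An APA gene was called an alternative last exon gene when its 3′ ends differed in their sets of acceptors of the last intron, and tandem otherwise. Genes whose 3′ ends shared an acceptor were therefore not tandem if a model at either end used another. Single-exon models have no such acceptor and were left out of this comparison. Poly(A) signals were searched in the 50 nt of genome sequence that end at the 3′ end, with the 50 nt ending 200 nt upstream as a control window. A splice chain was called annotated when all introns of a model matched an annotated transcript exactly.

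Associations between classes of genes were tested with two-sided Fisher's exact tests, with sample odds ratios and conditional exact 95% intervals. Paired shares were tested with the exact McNemar test. Differences of medians and correlations were tested with two-sided permutation tests of 100000 permutations, whose smallest possible p is 1e-05, and intervals of medians came from 2000 bootstrap draws. Pairing of TSSs and 3′ ends was tested with 10000 shufflings of the 3′ ends among the models of each gene, and links per gene with a chi-squared test whose p came from Monte Carlo draws, called at an adjusted p under 0.1, as in the study but with isoform models in place of reads. Benjamini-Hochberg adjustment covered the 10 planned tests that give a single p, and separately the 80 genes of the link test and the 14 gene lists. Shares have Wilson 95% intervals that cover counting error only. Genes and models of one gene are not independent replicates, and all p-values describe this assembly.

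The 15 gene lists, the tests, the windows and the rule for named genes were fixed before the data were examined. The named genes are the members of the list of study genes with a model, up to 4 members of each other list with the most 5′-3′ isoforms, the 10 genes with the most models, the 10 genes with the smallest link p, the 5 longest models of different genes and the 5 tandem APA genes with the widest spacing of 3′ ends. The list called study genes holds 16 genes fixed beforehand, most but not all of which the paper names, and it leaves out other genes the paper names. The lists were study genes, phototransduction, synaptic vesicle and active zone, neurotransmitter synthesis and transport, ion channels, glia, fat body and muscle markers, circadian clock, neuronal RNA-binding proteins, ribosomal proteins, oxidative phosphorylation subunits, odorant-binding and cuticle proteins, germline markers and mitochondrially encoded genes. A symbol equal to a family prefix alone was not taken as a member. The list called germline markers also holds genes of accessory gland proteins, which are not germline genes. The tests of how many genes of a list had any model, with Mantel-Haenszel odds ratios stratified by the length of the shortest annotated transcript, were chosen after seeing the data.

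The tests of pairing, links, association, longest isoforms and gene lists were tested on simulated data built on the real genes. The Mantel-Haenszel odds ratio was tried on invented classes instead, and the other tests were not tried on simulated data. With 3′ ends paired at random among the 80 ATSS-APA genes, 3.4% of 500 simulations gave a p under 0.05 for the number of 5′-3′ isoforms and 5% for the order of TSSs and 3′ ends. When all ends were paired in order, both tests detected it, with an observed over expected of 0.952 and a mean tau of 0.845, but the link test called 0 genes. It called all 80 when each gene had 10 times as many models. For the longest isoform, 8% of 50 simulations with shuffled classes gave a p under 0.05, and 68% did when 300 nt were added. With 3′ end numbers permuted, 2.2% of 500 simulations gave a p under 0.05 for the association. That permutation could give several 3′ ends to genes with 1 model, which cannot have them. It therefore does not test how the number of models per gene affects the association. In the invented classes, whose sizes differ from the real ones, a planted Mantel-Haenszel odds ratio of 3 was recovered as a median of 2.96. In 20 simulations of 14 random gene lists 0 lists were called, and a planted list was called. Alternatives were other windows for the ends, fixed windows, multi-exon models only, all gene identifiers, other backgrounds and strata, other poly(A) signal settings and the recorded strand. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.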

Results

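FLAM-seq of fly heads gave 1 assembly of 5980 isoform models, pooled over 3 samples of a single group, and the questions below are which genes it covers, how often a gene has several transcription start sites (TSSs) and several 3′ ends, and how these are combined in the same mRNA. Of the models 5805 named 4696 gene identifiers, called genes below, and 5739 of them belonged to protein-coding genes. All 5980 had a median length of 1487 nt (quartiles 996 and 2061 nt), and 6.20% were longer than 3000 nt. Most genes, 3998 or 85.1%, had 1 model, 499 had 2 and 75 had 4 or more. Read counts and replicate values are not used here, so that shares have counting intervals only.

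Genes of the eye, muscle and ribosome were well covered, and genes with long transcripts were not. Of 13945 protein-coding genes on the 6 chromosome arms, 4651 or 33.4% (95% Wilson interval 32.6 to 34.1) had a model. This share was 42.1% (40.7 to 43.4) for genes whose shortest annotated transcript measured 1 to 2 kb, 14.4% (12.5 to 16.5) at 3 to 4 kb and 2.28% (1.38 to 3.72) over 5 kb. Phototransduction genes had models for 22 of 33 members (odds ratio against other coding genes 4.01, 95% interval 1.86 to 9.17, Fisher's exact test, adjusted p = 0.000414), among them the rhodopsins ninaE, Rh2, Rh3, Rh4, Rh5 and Rh6. In the same exact test muscle genes had 24 of 35 (odds ratio 4.38, 2.06 to 9.91, adjusted p = 0.000158), fat body markers 18 of 29 (3.28, 1.46 to 7.69, adjusted p = 0.00650), ribosomal proteins 74 of 92 (8.33, 4.92 to 14.8, adjusted p = 2.39e-19) and oxidative phosphorylation subunits 49 of 86 (2.66, 1.70 to 4.21, adjusted p = 6.01e-05).

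**Figure D1:**
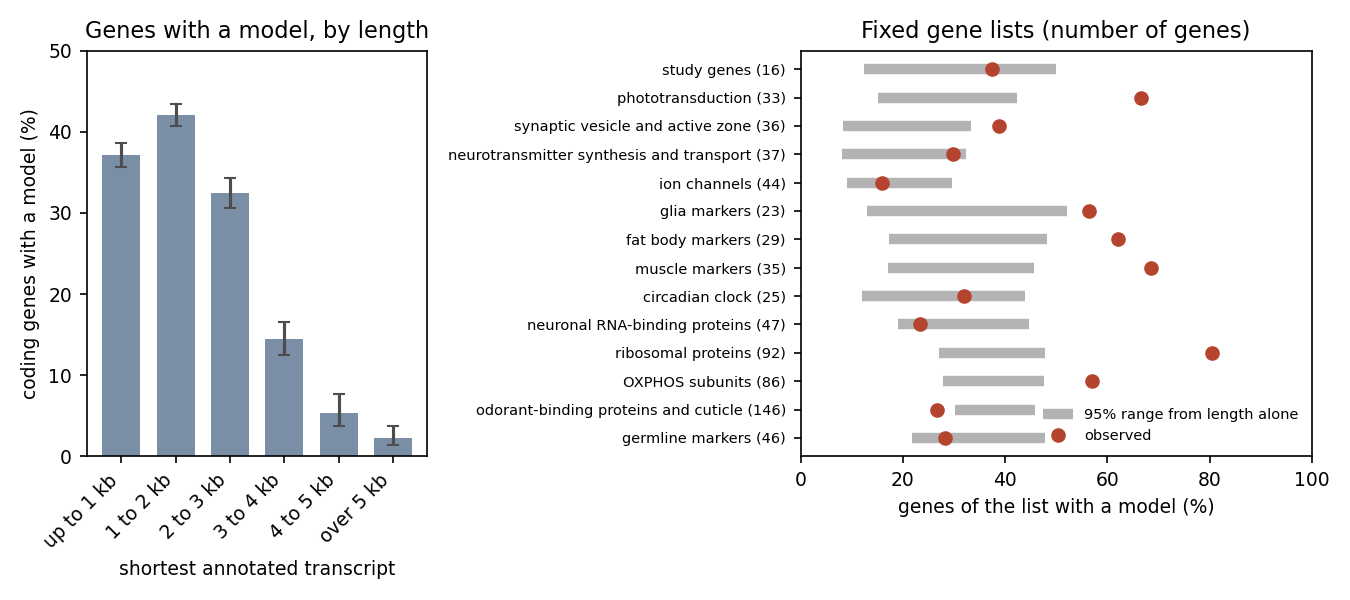
Left, share of protein-coding genes with a model (%, bars, with Wilson 95% intervals) by the length of the shortest annotated transcript, which falls from 42.1% at 1 to 2 kb to 2.28% over 5 kb. Right, share of each fixed gene list with a model (%, points; number of coding genes in parentheses) beside the 95% range that transcript length alone would give (grey), with phototransduction, muscle and ribosomal genes to the right of the range and ion channels, with 7 of 44, inside it.

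Ion channel genes were the only list with a deficit at this test. Models were found for 7 of 44 (odds ratio 0.377, 0.142 to 0.858, Fisher's exact test, adjusted p = 0.0356), namely the potassium channels Irk2, Irk3, SK and Task7, the hyperpolarisation-activated channel Ih, the sodium channel family member NaCP60E and the nociception channel pain. Within classes of transcript length the odds ratio was 0.809 (Mantel-Haenszel 95% interval 0.343 to 1.91, permutation test, adjusted p = 0.680), so the deficit was not detectable there. The same stratification, with exact tests before and permutation tests after it, raised the odds ratio of phototransduction genes from 4.01 to 10.99 (4.05 to 29.9, adjusted p = 4.67e-05) and of muscle genes from 4.38 to 6.99 (2.92 to 16.7, adjusted p = 4.67e-05). In the same exact and permutation tests it raised that of synaptic vesicle and active zone genes, 14 of 36 with a model, from 1.27 (adjusted p = 0.676) to 2.95 (1.40 to 6.24, adjusted p = 0.00860), that of glia markers, 13 of 23, from 2.60 (adjusted p = 0.0507) to 3.14 (1.30 to 7.56, adjusted p = 0.0171), and lowered that of odorant-binding and cuticle proteins, 39 of 146, from 0.726 (adjusted p = 0.164) to 0.588 (0.407 to 0.851, adjusted p = 0.00860). Genes of neurotransmitter synthesis and transport (11 of 37), the circadian clock (8 of 25), neuronal RNA-binding proteins (11 of 47), germline markers (13 of 46) and the list of study genes (6 of 16) did not differ from other coding genes, with adjusted p from 0.257 to 1. None of the 13 mitochondrially encoded genes had a model. The paper describes the promoter database that 5′ ends had to match as holding RNA polymerase II promoters, so this absence can follow from that filter. Models without a gene identifier are not counted here, although once turned they overlapped 41 genes that had no other model, among them the synaptic genes Syx1A and unc-13. The rhodopsins, Syx1A, unc-13 and the channels SK, Task7 and pain lie outside the rule for named genes and were chosen after their values were seen.

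Single-exon models, 852 or 14.2% of the assembly, were nearly all recorded on the strand opposite to their gene. Of 684 with an annotated gene, 673 or 98.4% (97.1 to 99.1) lay opposite to it, against 0 of 5066 multi-exon models, which allows a share of up to 0.0758%. Their poly(A) signals followed the gene and not the recorded strand. AATAAA or ATTAAA stood in the last 50 nt of 71.0% (67.5 to 74.3) of the 673 models after turning and of 5.35% (3.89 to 7.32) as recorded, where multi-exon models had 66.4% (65.1 to 67.7). All values below use the turned models.

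**Figure D2:**
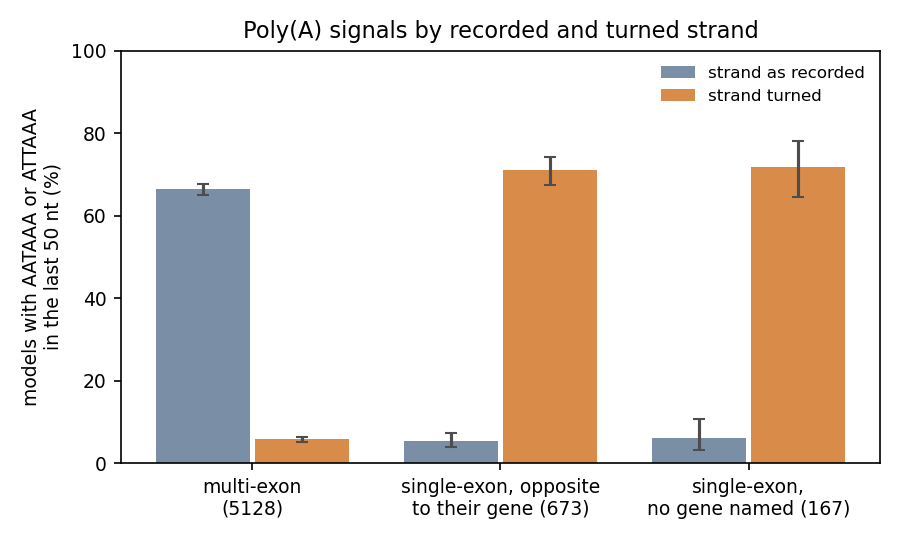
Share of models with AATAAA or ATTAAA in their last 50 nt (%, bars with Wilson 95% intervals), with the strand as recorded and turned, for multi-exon models, single-exon models opposite to their gene and single-exon models with no named gene. Multi-exon models have the signal on the recorded strand (66.4%), both kinds of single-exon model on the turned strand (71.0% and 71.9%).

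The study asked whether genes with alternative TSSs also have alternative 3′ ends. Here 215 genes were ATSS genes and 197 APA genes, and 80 were both. They included the 14-3-3 protein gene 14-3-3zeta, the complexin gene cpx, the glutamate transporter Eaat1 and the RNA-binding protein genes Syp and Hrb98DE. Of genes with 1 TSS, 2.61% (2.18 to 3.12) had APA, against 34.9% (28.5 to 42.0) with 2 TSSs and 53.8% (35.5 to 71.2) with 3 or more. The odds ratio was 22.1 (95% interval 15.6 to 31.2, two-sided Fisher's exact test, p = 6.78e-60, adjusted p = 3.39e-59). The number of 3′ ends rose with that of TSSs across the 4696 genes (Spearman's rho 0.362, Pearson's r 0.357, permutation p = 1e-05 for each, the smallest the permutations can give; genes are not independent replicates). Spearman's rho was 0.120 (permutation p = 1e-05) when partialled on the number of models and 0.147 (permutation p = 0.00015) in genes with 2 or more models. The partialled p came from shuffling over all genes, including the 3998 with 1 model, which can only have 1 TSS and 1 3′ end. That p therefore does not show an association beyond the number of models, and the p of rho over all genes has the same limit. A gene needs at least 2 models to be in either class, and among the 698 genes with 2 or more models the odds ratio was 1.85 (1.29 to 2.66, exact p = 0.000534). Within classes of genomic span it was 1.07 in these genes (Mantel-Haenszel 95% interval 0.732 to 1.56, permutation p = 0.771), a test chosen after seeing the data, and an association was not detectable there. Span was measured from the models, so further distant ends widen it. Among the 75 genes with 4 or more models the odds ratio was 0.605 (0.218 to 1.67, exact p = 0.355), and the difference was not detectable at that number.

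**Figure D3:**
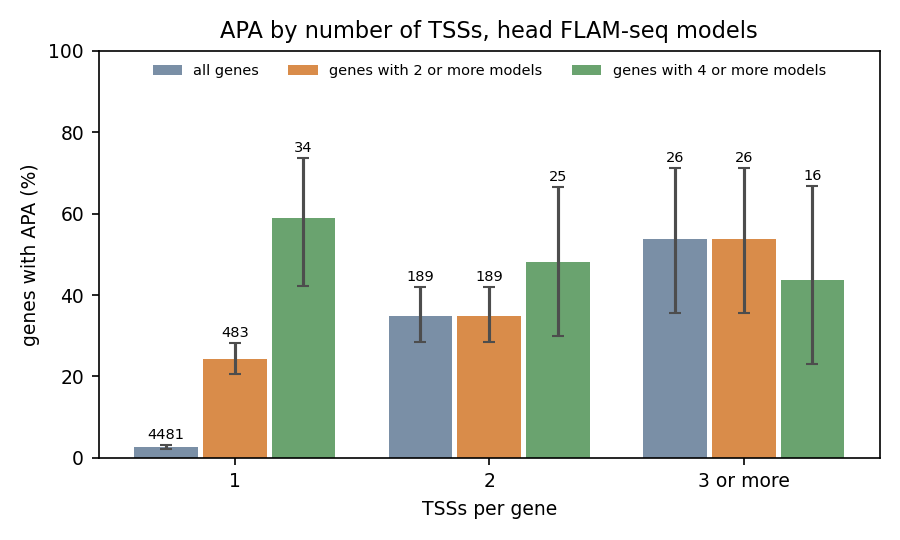
Share of genes with APA (%, bars with Wilson 95% intervals; number of genes above) by the number of TSSs per gene, for all genes, genes with 2 or more models and genes with 4 or more. In all genes the share goes from 2.61% to 53.8%, whereas with 4 or more models the intervals of the 3 classes overlap.

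The 10 genes with the most models had from 8 to 15. Galphaq and Gs2 also had 8, so the last place was set by alphabetical order. Zasp66, a Z-disc protein gene (FBgn0035917, 3L, 8624372 to 8638813), had 15 models with 3 TSSs and 2 3′ ends. The gene 14-3-3zeta (FBgn0004907, 2R, 10099591 to 10109871) had 14 models, 2 TSSs and 5 3′ ends, and CLIP-190, which encodes a microtubule-binding protein (FBgn0020503, 2L, 17384701 to 17408004), had 13 models, 2 TSSs and 4 3′ ends. Sam-S, the gene of S-adenosylmethionine synthetase, also had 13, and the aldehyde dehydrogenase gene Aldh-III had 12. Jupiter, which encodes a microtubule-associated protein, had 11 models from 3 TSSs up to 27662 nt apart that shared 1 3′ end, and cpx had 10 models with 3 TSSs and 3 3′ ends. CG17549 (12 models), CG13124 (9) and CG9813 (8) had 1 3′ end each, and the latter 2 also a single TSS, so that their models differed in splicing.

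Among members of the fixed lists, Galphaq, the G protein subunit of phototransduction, had 8 models from 2 TSSs with 1 3′ end, and the arrestin gene Arr1 2 models from 2 TSSs. In the synapse list, shi, the dynamin gene, had 3 3′ ends from 1 TSS and CaMKII 2 3′ ends 1867 nt apart, while Csp had 1 of each. The glutamine synthetase gene Gs2, a glia and neurotransmitter gene, had 8 models from 2 TSSs, Eaat1 2 TSSs 4239 nt apart and 2 3′ ends 689 nt apart, and the glia genes zyd and Indy 2 TSSs each. Ddc and ple, which encode enzymes of dopamine synthesis, had 3 and 2 models with 1 TSS each. Of fat body genes, Lpin, the lipin gene, had 2 TSSs 10673 nt apart and 3 3′ ends, regucalcin had 2 TSSs, and the lipid droplet genes Lsd-1 and Lsd-2 had 1 of each end. Muscle genes Mlp60A (3 3′ ends), wupA (2) and Mf (2) had APA from a single TSS. The RNA-binding protein gene Syp had 3 TSSs up to 33257 nt apart and 2 3′ ends, Hrb98DE 2 and 2, TBPH 1 and 2, and Sxl 1 and 1. The 4 clock genes CkIIalpha, Pdf, cry and jet had 1 model each, and Irk2, Ih, Irk3 and NaCP60E had 2 or 3 models with 1 TSS and 1 3′ end. RpL3, RpL5 and RpS27, ribosomal protein genes, and ATPsynC, ND-20 and ND-B16.6, of oxidative phosphorylation, had 2 3′ ends, RpL35 2 TSSs and COX6B 1 of each. Obp19d had 2 TSSs, and Obp56e, Obp56g and Cpr62Bb had 1 of each end. In the list called germline markers Mst84Dc had 2 models, and Mst84Da and the accessory gland protein genes Acp26Aa and Acp36DE 1 each, all with 1 TSS and 1 3′ end.

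To see which TSS goes with which 3′ end, the study used stai, the stathmin gene, and Act5C, a cytoplasmic actin gene, as examples. In stai (FBgn0266521, 2L, 6109668 to 6123899, plus strand) both models from the upstream TSS ended at 6123899, and the model from the TSS 11007 nt downstream ended 243 nt earlier in the same last exon, at 6123656. Act5C (FBgn0000042, X, 5900862 to 5904788, plus strand) used both 3′ ends, 324 nt apart, from the upstream TSS and the distal 3′ end from both TSSs. In chic, the profilin gene, the upstream TSS was joined to both 3′ ends and the downstream TSS to the proximal 3′ end. In wun, a lipid phosphate phosphatase gene, the upstream TSS had the distal 3′ end and the downstream TSS the proximal 3′ end, in 1 model each. The fatty acid transport gene Fatp1 and the collagen gene Mp had 1 model each, and the other 10 genes of the list of study genes had none.

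**Figure D4:**
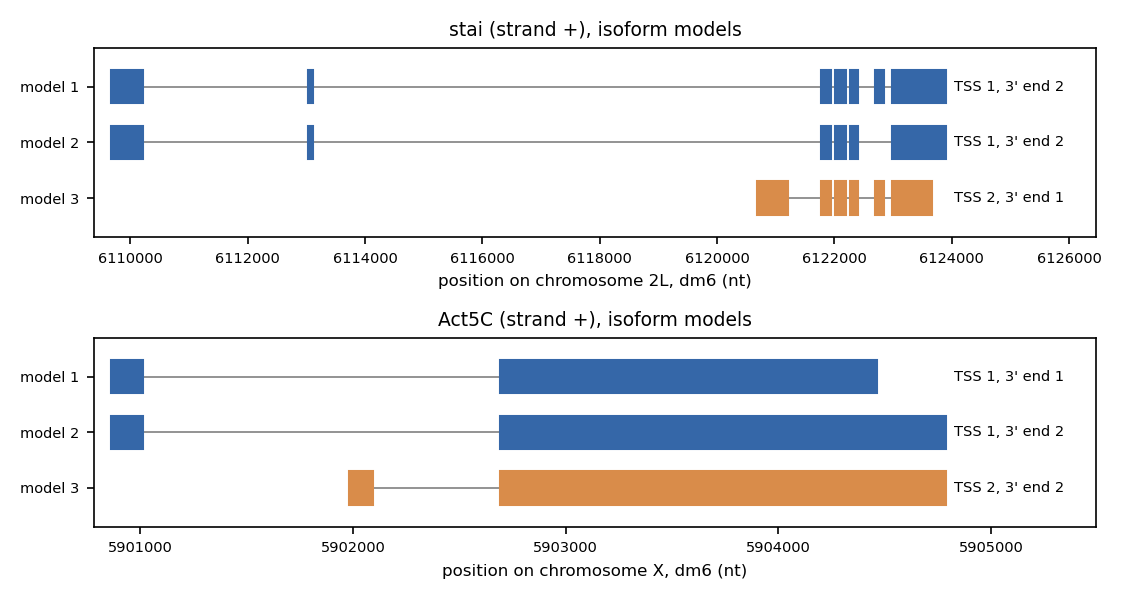
Exons (boxes) and introns (lines) of the isoform models of stai on 2L and Act5C on X (x axis, position in nt, dm6), coloured by TSS. In stai the upstream TSS is joined to the distal 3′ end and the downstream TSS to the proximal 3′ end, and in Act5C the upstream TSS is joined to both.

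Over all 80 ATSS-APA genes the combinations of ends did not differ detectably from random pairing of models. Each model counted once, whatever its number of reads. The study tested counts of nanopore cDNA reads instead, so its promoter dominance was not tested here. The genes had 221 5′-3′ isoforms, where shuffling the 3′ ends among the models of each gene gave 220 on average (95% of shufflings 214 to 226, observed over expected 1.002, permutation p = 0.867, adjusted p = 0.867). In the 33 genes with 2 models this number is fixed at any shuffling, so the comparison rests on the other genes. Order was measured by Kendall's tau in the 74 genes whose TSSs all lay upstream of their 3′ ends. It was positive in 37, where models from upstream TSSs tended to more distal 3′ ends, and negative in 33. A gene in either class can still join a TSS to several 3′ ends, as Act5C does. In a gene with 2 models tau rests on a single model per TSS and can only take its highest or lowest value. The mean tau was 0.0473 (shufflings -0.183 to 0.178, permutation p = 0.609, adjusted p = 0.677). It turned to -0.116 (permutation p = 0.346) in tandem APA genes alone. TSSs and 3′ ends were linked in 0 of 80 genes in the chi-squared test with Monte Carlo simulation at an adjusted p under 0.1, and 0 genes had an unadjusted p under 0.05. That test had little power here, since 33 of the genes had just 2 models, only 6 could reach an unadjusted p under 0.05 at any pairing, and 0 could pass the adjustment alone.

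Within that limit, the 10 genes with the smallest link p (0.161 to 0.335) were 14-3-3zeta, vir-1, CLIP-190, nemy, kra, cpx, Spn42Da, PRL-1, stai and CG11247. Spn42Da, PRL-1, stai and CG11247 have 3 models with the same kind of pairing as Adh (0.336) and Eaat1 (0.340), so these genes are tied and differ by the Monte Carlo draws alone. In 14-3-3zeta the upstream TSS was found with 4 3′ ends, from 10107695 to 10109687, and the downstream TSS in 3 models with the most distal 2, at 10109687 and 10109871. In nemy, a cytochrome b561 gene (FBgn0261673, 2R), 3 models ran from the upstream TSS to the distal 3′ end and 1 from a TSS 4049 nt downstream to the proximal 3′ end. PRL-1, a phosphatase gene (FBgn0024734, 2L), showed the opposite order, with 1 model from the upstream TSS to the proximal 3′ end and 2 models from a TSS 5818 nt downstream to a 3′ end 2385 nt further on. In vir-1 the third TSS lay downstream of the other 3′ ends, so that its 2 models shared no sequence span with the rest. The serpin gene Spn42Da, with 3 models, also had each 3′ end joined to 1 TSS, as did CG11247, whereas kra, with 7 models, and cpx, with 10, shared 3′ ends between TSSs.

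By the rule used here, tandem 3′ ends and alternative last exons were about equally frequent. The rule compares all acceptors at each 3′ end, so genes of the second class can still share a last exon between 3′ ends. Of 197 APA genes 99 or 50.3% were tandem, and the 2 3′ ends farthest apart in a tandem gene lay a median of 421 nt from each other (quartiles 262 and 711 nt). The widest was Ggamma30A, which encodes a G protein gamma subunit of photoreceptors (FBgn0267252, 2L), with 4 models ending at 9291798 and 1 at 9295521, 3723 nt further on. It was followed by the sodium pump subunit gene nrv3 (2324 nt), 14-3-3zeta (2176 nt), the carotenoid oxygenase gene ninaB (2006 nt) and CG43755 (1906 nt). CG43755 counts as tandem because 1 of its 2 models has a single exon and no acceptor to compare, but its 3′ ends do not lie in a shared exon. Alternative last exons were present in 37 of 80 ATSS-APA genes and 61 of 117 APA genes with 1 TSS (odds ratio 0.790, 0.429 to 1.45, two-sided Fisher's exact test, p = 0.469, adjusted p = 0.586), a difference that was not detectable at these numbers.

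Poly(A) signals were frequent near the 3′ ends, by an amount that depended on the window. AATAAA was present in the last 50 nt of 54.5% of 4918 3′ ends and in 3.27% of control windows, a difference of 51.2 percentage points (2681 against 161 windows, exact McNemar test, p below double precision). Counting each end once, by the first signal found in a fixed order, ATTAAA came next with 11.5% of all ends (10.6 to 12.4) and AATATA with 7.93% (7.21 to 8.72), and 13.3% (12.4 to 14.3) had none of 12 signals. In the last 20 nt, AATAAA was present at 17.6% of ends (16.5 to 18.7), and 60.4% (59.02 to 61.7) had none of the 12. The first base of AATAAA lay a median of 23 nt upstream of the end (quartiles 19 and 28 nt). A made up 50.3% of bases 20 nt upstream of the 3′ ends, but its highest share, 71.3%, stood 2 nt downstream, and T made up 46.7% of bases 16 nt downstream. Of the 4918 ends, 10.4% (9.55 to 11.3) were followed by 7 or more A in the next 10 nt of the genome, where priming inside a transcript was not excluded by a test here. The paper applied FLAM-seq, with another method, to avoid such priming, since both detect where the poly(A) tail ends. Of 4881 3′ ends of annotated genes, 90.9% (90.1 to 91.7) lay within 150 nt of an annotated 3′ end of the gene, 3.91% beyond the annotated gene, 3.44% elsewhere in untranslated exons, 1.11% in introns and 0.615% in coding exons. The median 3′ UTR was 211 nt (quartiles 105 and 437 nt) in 4373 models.

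**Figure D5:**
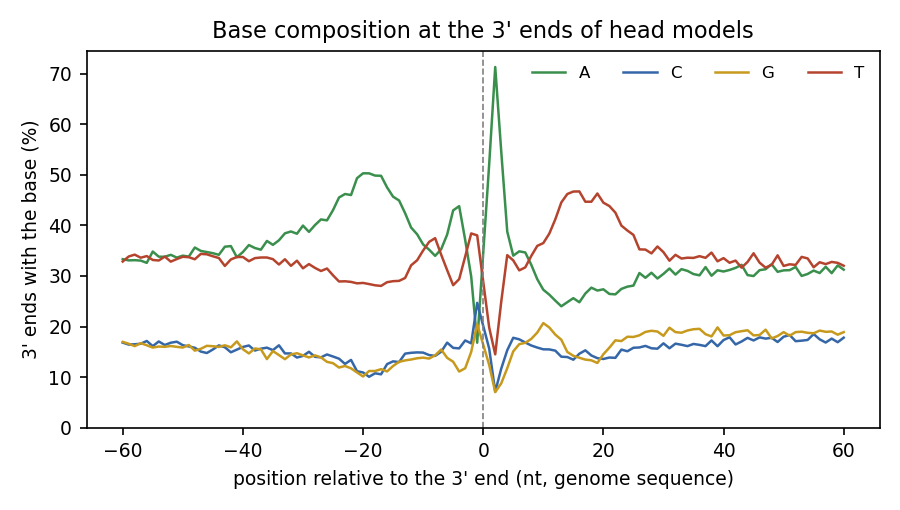
Share of each base (%, lines) at positions from 60 nt upstream to 60 nt downstream of 4918 3′ ends, in the genome sequence of the transcribed strand; the dashed line marks the 3′ end. A is at 50.3% at 20 nt upstream and highest at 2 nt downstream (71.3%), and T reaches 46.7% at 16 nt downstream.

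The study compared the use of proximal 3′ ends with and without a poly(A) signal in APA genes with a single promoter and in ATSS-APA genes with a dominant promoter. Use and dominance were not analysed here, and the comparison below takes all ATSS-APA genes. Among 99 tandem APA genes AATAAA was found at the most distal 3′ end in 59 (59.6%) and at the most proximal 3′ end in 40 (40.4%), a difference of 19.2 percentage points. It was at the distal end alone in 38 genes and at the proximal end alone in 19 (exact McNemar test, p = 0.0163, adjusted p = 0.0272). The difference was no longer past the threshold in 4 of 6 alternatives, among them 4.04 points (exact p = 0.683) when ATTAAA was counted too. The proximal 3′ end had AATAAA in 43.8% of ATSS-APA genes and 53.0% of APA genes with 1 TSS (odds ratio 0.690, 0.374 to 1.27, two-sided Fisher's exact test, p = 0.246, adjusted p = 0.351). With ATTAAA counted too, this odds ratio was 0.438 (0.230 to 0.832, exact p = 0.00947).

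The study also asked whether unannotated isoforms are the long ones. It counted whole isoforms, including those with unannotated 3′ ends. Only splice chains were compared here, with a later annotation, so the measure is unlike that of the study. Of 5128 multi-exon models 689 or 13.4% had a splice chain absent from the annotation. Of these, 318 (46.2%) were other combinations of annotated introns, 295 (42.8%) were part of an annotated chain and 76 (11.0%) held an unannotated intron between annotated splice sites. Their median length was 1820 nt against 1520 nt, 300 nt more (bootstrap 95% interval 233 to 390 nt, permutation p = 1e-05, adjusted p = 2.00e-05). The unannotated share rose from 5.79% (4.57 to 7.31) of models up to 1 kb to 24.1% (20.01 to 28.8) over 3 kb.

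The longest models were of Gyg, the glycogenin gene (6768 nt), the Polycomb group gene Su(z)2 (6409 nt), anchor (6406 nt), Gs2 (6063 nt) and CHKov1 (5974 nt), and 10 models exceeded 5000 nt. The longest isoform per gene was longer in ATSS-APA genes than in other genes. The median of the longest isoform per gene was 2347 nt in the 80 ATSS-APA genes and 1434 nt in 4616 others, a difference of 913 nt (bootstrap 95% interval 796 to 1270 nt, permutation p = 1e-05, adjusted p = 2.00e-05). It was 533 nt (permutation p = 2.00e-05) among genes with 2 or more models. Every ATSS-APA gene has at least 2 models, while most other genes had 1. A maximum over more models can be longer for that reason alone. Model number was not matched beyond the limit of 2 or more, so these values do not separate it from the class of gene.

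ATSS-APA genes were in excess in 1 of 14 gene lists with at least 5 covered genes. This was the list of study genes, with 4 of 6 (odds ratio 121, 16.97 to 1350, Fisher's exact test, adjusted p = 1.60e-05), and since the study names these 4 genes and its data include these samples, this is not independent evidence. In the same exact test neuronal RNA-binding proteins had 2 of 11 (odds ratio 13.1, 1.36 to 64.8, adjusted p = 0.0924) and glia markers 2 of 13 (10.7, 1.14 to 50.3, adjusted p = 0.0924), which did not pass the adjustment. Ribosomal proteins had 0 of 74 (adjusted p = 0.993 in the same exact test) and oxidative phosphorylation subunits 0 of 49. Of all genes 1.70% were ATSS-APA genes, and neither list differed detectably from the others. With genes of 2 or more models as the background the list of study genes kept 4 genes, fewer than the 5 needed, and was not tested.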

Values the study reported

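The study reported an assembly of 59,970 transcripts from 11,310 genes, combined over heads, ovaries and embryos and over several sequencing methods. It reported promoter dominance in at least 1 tissue for 55% of ATSS-APA genes. That share rests on counts of nanopore cDNA reads, which were not analysed here, so the pairing of models above is an unlike measure.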

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

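All tests in this part were chosen only after the result was seen.

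A total of 175 models lay at loci that name no gene identifier, and they were left out of the comparisons between genes. Of these, 167 or 95.4% (Wilson 95% interval 91.2 to 97.7) were single-exon. On the recorded strand 28.1% (21.9 to 35.4) of the 167 overlapped an annotated exon, and after turning 98.8% (95.7 to 99.7) did. AATAAA or ATTAAA stood in the last 50 nt of 5.99% (3.28 to 10.7) as recorded and of 71.9% (64.6 to 78.1) after turning, and 73.1% (65.9 to 79.2) held a whole annotated intron of the turned strand. Those that overlapped exons of a single gene once turned gave 151 genes, 150 of them protein-coding, and 41 of the 151 had no other model, so these count as genes without a model in the report.

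The recorded strand was weighed on the 673 single-exon models opposite to their annotated gene. Antisense transcription is argued against by the 5.35% with a signal in the last 50 nt as recorded, far below the 66.4% of multi-exon models. Transcripts of an overlapping gene are argued against by the 0.594% whose recorded 5′ end lay at an annotated TSS of that strand, although 21.4% (18.5 to 24.7) overlapped an annotated exon there. A reversed strand for single-exon models is a candidate explanation, since 71.0% had a signal after turning. After turning, the 5′ end of 657 of the 673, or 97.6% (96.2 to 98.5), lay at an annotated TSS of the turned strand. It was not tested at which step a reversal arose. No biological explanation was tested beyond antisense and overlapping transcripts, because the samples form 1 group.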

How the results depend on the processing

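The strand as recorded (12 alternatives) and span classes among genes with 2 or more models were added after seeing the data, and the other 91 were planned. Of the 104 alternatives 93 kept direction and side of the threshold, 5 were weaker, 1 stronger, 2 moved and 3 reversed. No paired analysis was possible because the 3 samples are pooled, and for the same reason leaving out a sample was not possible.

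The odds ratio of ATSS and APA kept direction and threshold in 12 of 14 alternatives (range over all 0.605 to 25.2), fell to 1.07 (permutation p = 0.771) within span classes of genes with 2 or more models and reversed to 0.605 (exact p = 0.355) in genes with 4 or more models. The mean tau reversed to -0.0312 (permutation p = 0.727) with all ATSS-APA genes and to -0.116 (permutation p = 0.346) with tandem genes only. None of these passed the threshold, and the cause was not tested.

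The distal against proximal difference in AATAAA fell to 15.6 points (exact McNemar p = 0.143) with a 300 nt window for 3′ ends and 64 genes, 17.6 points (p = 0.0807) without ends before A-rich sequence and 68 genes, 10.1 points (p = 0.0987) in 20 nt and 4.04 points (p = 0.683) with ATTAAA counted too. With ATTAAA the odds ratio at proximal ends passed the threshold at 0.438 (exact p = 0.00947). The number of gene lists was 2 with a 50 nt window for 3′ ends, and 0 with genes of 2 or more models as background, where the list of study genes, with 4 genes, was too small to test and 7 lists remained. Beyond the fewer genes and lists tested, the cause was not tested.

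The other results kept both in all their alternatives: Spearman's rho (0.120 to 0.395), observed over expected (1.0001 to 1.0098), alternative last exons (0.715 to 0.994), AATAAA against control windows (16.5 to 60.4 points), and length of unannotated (297 to 319 nt) and longest isoforms (533 to 972 nt). Linked genes were 0 in all 11 alternatives, which says nothing on stability and counts among the 93, since the test called 0 genes even in simulated data with ends paired in order. Read depth is unknown, so what it limits could not be tested.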

Other observations

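The odds ratios within classes and in genes with 4 or more models were planned, except the span classes among genes with 2 or more models. That test, the use of the others as tests of an explanation, and the test of ion channel genes were chosen only after the result was seen.

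The number of models per gene may account for part of the excess of APA among ATSS genes, since the odds ratio of 22.1 was 1.46 (Mantel-Haenszel 95% interval 1.02 to 2.10, permutation p = 0.0453) within classes of model number and 1.57 (1.096 to 2.24, permutation p = 0.0131) within classes of splice chain number. Whether it is the whole cause cannot be told apart from a remaining association, because the odds ratio in genes with 4 or more models, 0.605, has an interval of 0.218 to 1.67. Each further end needs a model, so classes of model number are partly set by the ends themselves. This may lower the odds ratio, by an amount that was not tested. Genomic span as the whole cause cannot be told apart from a remaining association either. The odds ratio of 8.60 (6.04 to 12.2) within span quintiles includes genes with 1 model, which can be in neither class, and without them it was 1.07 (0.732 to 1.56, permutation p = 0.771). Span was measured from the models of each gene, so further distant ends widen it. Its classes are thus also partly set by the ends, and the 1.07 does not show that span is the cause.

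Transcript length is a candidate explanation for the few ion channel genes with a model. Length alone gives 8.17 of 44 (95% range 4 to 13), the mean rate of coding genes gives 14.7 (9 to 21), and 7 were found.

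The assembly held 5980 models, of which 5805 named 4696 gene identifiers. Both numbers are lower than those the study reported for its combined assembly, which draws on more tissues and methods.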
